# Integrated Multiomic Analysis Reveals the High-Fat Diet Induced Activation of the MAPK Signaling and Inflammation Associated Metabolic Cascades via Histone Modification in Adipose Tissues

**DOI:** 10.3389/fgene.2021.650863

**Published:** 2021-06-28

**Authors:** Zhe Wang, Ming Zhu, Meng Wang, Yihui Gao, Cong Zhang, Shangyun Liu, Shen Qu, Zhongmin Liu, Chao Zhang

**Keywords:** adipose tissue, epigenetics, high-fat diet, inflammation, methylation, obesity

## Abstract

**Background:**

The number of diet induced obese population is increasing every year, and the incidence of type 2 diabetes is also on the rise. Histone methylation and acetylation have been shown to be associated with lipogenesis and obesity by manipulating gene expression via the formation of repression or activation domains on chromosomes.

**Objective:**

In this study, we aimed to explore gene activation or repression and related biological processes by histone modification across the whole genome on a high-fat diet (HFD) condition. We also aimed to elucidate the correlation of these genes that modulated by histone modification with energy metabolism and inflammation under both short-term and long-term HFD conditions.

**Method:**

We performed ChIP-seq analysis of H3K9me2 and H3K9me3 in brown and white adipose tissues (WATs; subcutaneous adipose tissue) from mice fed with a standard chow diet (SCD) or HFD and a composite analysis of the histone modification of H3K9me2, H3K9me3, H3K4me1 and H3K27ac throughout the whole genome. We also employed and integrated two bulk RNA-seq and a single-nuclei RNA sequencing dataset and performed western blotting (WB) to confirm the gene expression levels in adipose tissue of the SCD and HFD groups.

**Results:**

The ChIP-seq and transcriptome analysis of mouse adipose tissues demonstrated that a series of genes were activated by the histone modification of H3K9me2, H3K9me3, H3K4me1, and H3K27ac in response to HFD condition. These genes were enriched in Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways involved in lipogenesis, energy metabolism and inflammation. Several genes in the activated mitogen-activated protein kinase (MAPK) pathway might be related to both inflammation and energy metabolism in mice, rats and humans fed with HFD for a short or long term, as showed by bulk RNA-seq and single nuclei RNA-seq datasets. Western blot analyses further confirmed the increased expression of *MET*, *VEGFA* and the enhanced phosphorylation ratio of p44/42 MAPK upon HFD treatment.

**Conclusion:**

This study expanded our understanding of the influence of eating behavior on obesity and could assist the identification of putative therapeutic targets for the prevention and treatment of metabolic disorders in the future.

## Introduction

As one of the world’s greatest health challenges, obesity is usually accompanied by an increased risk for many chronic diseases, including type 2 diabetes, cardiovascular, hypertension and dyslipidemia. Obesity is a multifactorial disorder that is associated with both genetic and environmental factors, including eating behavior and exercise (Inagaki et al., 2016). As the link between genetic variants and environmental factors, the role of epigenetic modifications in obesity, including histone modifications, DNA methylation and non-coding RNA, had gained much attention in the late decade. Metabolic diseases, such as obesity and diabetes, were found to be tightly associated with epigenetic variation (Ling and Ronn, 2019). Among epigenetic locus, same histone could involve various modifications of several chemical groups, such as methylation and acetylation (Okuno et al., 2013), to activate or repress gene expression. For example, the various degrees of methylation of lysine 9 of histone H3 (H3K9me) are associated with transcriptional repression, whereas H3K4me and H3K27ac are associated with transcriptional activation.

Adipose tissues play vital roles in maintaining energy balance and are classified into white adipose tissue (WAT) and brown adipose tissue (BAT). WAT is responsible for energy storage and obesity syndrome, while BAT consumes fat to generate heat, which is essential for body weight and temperature control (Lee et al., 2014). The differentiation and stimulation of adipose tissue were regulated by various transcription factors and epigenetic modifications (Klose et al., 2006; Tateishi et al., 2009; Ohno et al., 2013; Zhou et al., 2014; Inagaki et al., 2016; Sanchez-Gurmaches et al., 2016; Wang and Seale, 2016; Cheng et al., 2018). For example, previous studies demonstrated the important roles of the methylation modifications of histone H3K9 sites in regulating metabolism of adipose tissue and maintaining homeostasis (Klose et al., 2006; Tateishi et al., 2009; Ohno et al., 2013; Cheng et al., 2018). High levels of H3K9me2 inhibited the expression of *PPAR*γ and thereby affected the process of adipogenesis from preadipocytes (Rosen and Spiegelman, 2001; Takada et al., 2009). The deletion of *G9a* with the methylation of H3K9me1 and H3K9me2 in mouse adipose tissues could increase the expression of *PPAR*γ and thereby promoted adipogenesis by increasing adipogenic gene expression (Tachibana et al., 2005; Wang et al., 2013). In addition, the histone demethylase *LSD1* (also known as *KDM1*) was essential for the initiation of adipogenesis by decreasing H3K9me2 levels and maintaining H3K4me2 levels at promoter regions (Musri et al., 2010; Duteil et al., 2014). Moreover, high-fat diet (HFD) could stimulate the proliferation of preadipocytes in subcutaneous adipose tissue (Joe et al., 2009). A long term HFD could induce changes in epigenetic modifications in WAT, as demonstrated by decreased levels of H3K4me2 and increased levels of H3K36me2 in mice with HFD induced obesity (Nie et al., 2017). These results suggested that changes in epigenetic states could disrupt the functions of adipose tissue and ultimately led to obesity.

Energy metabolic equilibrium and inflammation of adipose tissues are essential during the establishment of obesity syndrome. Usually, less than 10% of macrophages are located in normal adipose tissues, whereas the development of obesity is associated with increases in the number of macrophages and the polarization of M1 macrophages, which are closely related to energy homeostasis and inflammation (Odegaard and Chawla, 2008; Chawla et al., 2011). Macrophages are the most abundant immune cells and proinflammatory cytokines in obese adipose tissues, that could promote insulin resistance of adipose tissue and result in type 2 diabetes and other metabolic diseases (Odegaard and Chawla, 2008; Chawla et al., 2011). However, little is known on the correlation between genes controlled by histone modification and energy metabolism or inflammation of WAT and BAT in HFD induced obesity syndromes.

In this study, to understand the effect of histone modification on gene expression across the whole genome under high fat diet conditions, we analyzed the methylation modifications of histone H3K9 sites (H3K9me2 and H3K9me3) near the transcription start site and H3K4me1 and H3K27ac histone modifications throughout the genome. Because of the fact that the traditional bulk RNA sequencing cannot identify cell type specific heterogeneity due to the mixture of cell types in the specimen, we additionally integrated two bulk RNA-seq and a single-nuclei adipocyte RNA-seq datasets (SNAP-seq, GSE133486) (Rajbhandari et al., 2019) to identify the correlation between genes activated via histone modification and inflammation associated energy metabolism. In this study, we attempted to address the following questions: (1) Which genes are activated or repressed by histone modification in mouse adipose tissues under a long term HFD? (2) What biological processes are associated with genes that are modulated by HFD induced histone modifications? (3) Are there any correlations between genes modulated by HFD induced histone modifications and energy metabolism or inflammation under both short- and long-term HFD conditions? Elucidation of these questions will expand our understanding of the influence of eating behavior on obesity and could assist the identification of putative therapeutic targets for the prevention and treatment of metabolic disorders.

## Materials and Methods

### Animal Treatment

All animal experiments were approved by the Institutional Animal Care and Use Committee (IACUC) of the Shanghai Jiao Tong University and the Tongji University. Six-week-old wild-type C57BL/6J mice were fed either a standard chow diet (SCD) or a HFD (D12497, 60 kcal% fat, Research Diets). The body weight was monitored once a week. After 12 weeks, the BAT and WAT of the mice were obtained for subsequent H3K9me2 and H3K9me3 chromatin immunoprecipitation (ChIP-seq) assay.

### ChIP-seq of H3K9 Methylation

The BAT and WAT of mice were removed and cleaved into small pieces. Formaldehyde was added to a final concentration of 1% and rotated at room temperature for 8 min. Glycine was added to a final concentration of 125 mM to terminate the cross-linking reaction, and the sample was rotated at room temperature for additional 10 min. H3K9me2 (Anti-Histone H3 (tri methyl K9) antibody, ChIP Grade, ab8898) and H3K9me3 (Anti-Histone H3 (di methyl K9) antibody [mAbcam 1220], ChIP Grade, ab1220) were used for immunoprecipitation assay. Libraries were prepared using the KAPA Hyper Prep Kit following the manufacturer’s instructions and sequenced with the Illumina HiSeq X Ten system.

The sequence quality was assessed using FastQC v0.11.9, and adaptors were trimmed using trim_galore v0.6.6. After the data were filtered, the DNA sequences were aligned to the reference genome (mm9) using Bowtie2 (v2.4.2)(Langmead and Salzberg, 2012), and the reads that mapped to multiple sites were removed. Next we performed model-based analysis of ChIP-seq using MACS2 (Zhang et al., 2008) for enriched-region identification (peak calling), and determined the location in the genome with differentially enriched peaks (*P* < 0.05) between the SCD and HFD fed mice. The enriched peaks were annotated with the R package ChIPseeker (Yu et al., 2015). Genes that showed different-sized peaks of H3K9me2 or H3K9me3 in the 3 kb upstream and downstream of the transcription starting sites (defined as the promoter regions) between the SCD and HFD fed mouse adipose tissue were selected for subsequent KEGG enrichment analysis, which was conducted with the R package clusterProfiler (Yu et al., 2012).

### Integrated Analysis of H3K4 and H3K27 ChIP-seq Datasets

To clarify the effect of histone modification on gene expression under HFD conditions, we further integrated H3K4me1 and H3K27ac ChIP-seq data (GSE132885) of mouse WAT that was fed with SCD or HFD for 8 weeks (Caputo et al., 2020). From processed data in a published paper (Caputo et al., 2020), we obtained H3K4me1 and H3K27ac enriched regions in subcutaneous adipose tissue of SCD or HFD fed mice using bigWigtoBedGraph v377. The R package edgeR (McCarthy et al., 2012) was used to determine the differences of the number of enriched peaks in gene promoters across the whole genome between SCD and HFD fed mouse adipose tissues. The KEGG enrichment analyses were conducted as mentioned above.

### Integrated Analysis of Bulk RNA and Single-Nuclei RNA Sequencing Data of Adipose Tissue

To illustrate the correlation between genes activated by HFD via histone modification and inflammation, we integrated two bulk RNA sequencing datasets (GSE69607 and GSE158627) in this study (Jablonski et al., 2015; Zhang X. et al., 2020). Using data from GSE69607, we compared the differentially expressed genes between M1 and M2 macrophages using the R package limma (Ritchie et al., 2015), and genes with a *P*-value < 0.05 and logFC > 0.58 were identified as macrophage markers. The genes that served as macrophage markers and also showed differential peaks (in the promoter regions) between SCD and HFD fed mouse WAT (based on H3K9me2 ChIP-seq) were subjected to KEGG enrichment analysis. In addition, using data from GSE158627, we compared the differentially expressed genes between macrophages from WT (Lyz2-Cre) mice fed a SCD and HFD, which might be related to HFD induced inflammation in adipose tissue.

To further illustrate the correlation between genes activated by HFD via histone modification and energy metabolism at single cell resolution, we additionally integrated a single-nuclei adipocyte RNA sequencing dataset (SNAP-seq, GSE133486) in this study (Rajbhandari et al., 2019). We obtained the top 2000 variable genes from the metabolically active adipocyte subtype using the R package Seurat v3 and conducted a KEGG enrichment analysis with the R package clusterProfiler. In addition, we colored several genes (*MAP3K5*, *MAP3K14*, *MET*, and *VEGFA*) on the UMAP dimensional reduction plot to visualize the gene expression level and the number of expressed genes detected in single adipose cell using the R package Seurat v3.

To confirm the activated mitogen-activated protein kinase (MAPK) signaling pathway in adipose tissue of obese rat and human, we analyzed two bulk RNA sequencing datasets from GSE142401 and GSE1813. The differentially expressed genes were calculated as above and the R package pheatmap v1.0.12 and clusterProfiler v3.12 were used for visualization.

### Analyses of Western Blot

To confirm the activated MAPK signaling pathway and the increased gene expression in HFD adipose tissues, we further conducted experimental validation using western blot. The adipose tissues of the rats were lysed in RIPA buffer (P0013B, Beyotime, China) supplemented with protease and phosphatase inhibitor cocktails (C0001 and C0004, Targetmol, United States) on ice. Total lysate was subjected to SDS-PAGE and electro-transferred to a PVDF membrane (IPFL85R, Merck, Germany). The membranes were blocked with 5% BSA, incubated with primary antibody (Supplementary Table 1) and HRP-conjugated secondary antibody. Tanon chemiluminescence image detection system (5200S, Tanon, China) was used to detect the luminescent signals. Statistically differences were evaluated by unpaired student’s *t* test. GraphPad Prism software (La Jolla, CA, United States) was used for data analysis and visualization.

## Results

### Various Signaling Pathways Are Activated by Histone Modifications in Mice Adipose Tissues Upon HFD Treatment

Starting at 6-week age, wild type mice were fed with either SCD or HFD, and a significant difference (*P* < 0.05) in body weight began to be observed at week 11 (Figure 1A). On week 12, the BAT and WAT of the mice (Figure 1B) were dissected to examine the differential methylation modifications of H3K9me2 and H3K9me3. 

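H3K9me2 and H3K9me3, marks commonly found on repressed chromatin, were mapped by chromatin immunoprecipitation and sequencing (ChIP-seq) in brown adipose tissue (BAT), which burns fat for heat, and in subcutaneous white adipose tissue (WAT), which stores it. The mice were fed a standard chow diet (SCD) or a high-fat diet (HFD) with 60% of its calories from fat, starting at 6 weeks of age. Chromatin was cross-linked with 1% formaldehyde for 8 min. There were 12 libraries, made of 1 library for each diet, tissue and mark and of 4 inputs, the last being chromatin sequenced without immunoprecipitation. The values here come from the 8 lists of peaks that the authors called with MACS2 on the mm9 genome, after removal of reads that mapped to multiple sites. The inputs were not analysed here, and the text of the paper does not state how they entered the peak calling. Each list gives a position and a score per peak. The score is read here as 10 times the negative log10 of the p-value of the peak, because its lowest value is 50 or 50.01 (p of 1e-05) in 6 lists and 30 (p of 0.001) in the WAT lists of SCD-fed mice for both marks. The lists hold no fold enrichment and no read depth, so the score is not read as a strength of methylation between lists. A common lowest score is used to give the lists the same p-value threshold, which does not remove a difference in depth, and a peak missing from a list was not detected at the depth of that library. With 1 library per group there were no replicates. The diet was not tested, and the values are described, with exact binomial 95% confidence intervals that cover counting error only. A peak was placed at a promoter when it lay within 3 kb of any of the 70064 annotated transcription start sites of the 22380 protein-coding genes, some of which lie inside the gene. The methods of the paper pair H3K9me2 with an antibody described as against trimethylated K9 and H3K9me3 with an antibody described as against dimethylated K9, so the marks are named here as in the library labels. The labels and the methods also give 12 weeks of feeding, whereas Figure 1A has an age axis that ends at 12 weeks.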

Our results showed that high fold enrichment peaks appeared at the promoter regions (Figures 1C,D). 

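Peaks of both marks gathered at promoters in BAT and in WAT. Among the deposited lists the share was highest in BAT H3K9me3 of SCD-fed mice, where 45.1% of the peaks (95% CI 44.5% to 45.7%) lay at a promoter. In SCD-fed mice the share was 40.1% (39.5% to 40.8%) for BAT H3K9me2, 36.7% (36.2% to 37.2%) for WAT H3K9me2 and 17.3% (16.8% to 17.7%) for WAT H3K9me3. In HFD-fed mice it was 31.7% (31.2% to 32.1%) for BAT H3K9me2, 30.9% (30.5% to 31.3%) for BAT H3K9me3, 41.0% (40.4% to 41.7%) for WAT H3K9me2 and 29.9% (29.4% to 30.5%) for WAT H3K9me3. When the peaks were shifted 100 times to random places on their chromosomes, at most 10.7% of a list lay at promoters, and the observed share was 2.08 to 4.94 times the mean of the shifts. Peaks covered the start site itself of 32.9% of the protein-coding genes in BAT H3K9me2 of SCD-fed mice and of 26.6% in HFD-fed mice. For BAT H3K9me3 these values were 42.1% and 44.3%, for WAT H3K9me2 39.4% and 25.7%, and for WAT H3K9me3 7.35% and 21.5%. In every list the coverage was highest 200 bp downstream of the start site. Promoter peaks also had higher scores than the other peaks of their list, with a median of 189 against 107 in BAT H3K9me3 of SCD-fed mice and of 98.1 against 70.5 in WAT H3K9me2 of HFD-fed mice, but of 41.3 against 39.2 in WAT H3K9me3 of SCD-fed mice, 78.4 against 74.7 in WAT H3K9me3 of HFD-fed mice and 79.9 against 74.9 in BAT H3K9me2 of HFD-fed mice. A peak of 3572 bp at Fcgr3, an Fc receptor gene of immune cells, was among those with very high scores in the BAT H3K9me3 list of SCD-fed mice (3212, chromosome 1 from 172993817 to 172997388), where ranks were not read because scores of exactly 3100 recur at the top of the lists. The Fcgr3 promoter had a peak in all 8 lists, as had Muc19, a mucin gene, and Flg, the gene of the skin protein filaggrin. The median GC content of the peaks was 53.6% to 62.8%, against 41.5% in random windows, and random windows matched to the peaks on width and GC content lay at promoters more often than the peaks in all 8 lists (28.2% to 54.0% of the windows). Among peaks with a score of at least 50, the SCD share in WAT H3K9me2 was 46.8% of placed peaks, above the 41.6% of the HFD list and the 45.8% of BAT H3K9me3 of SCD-fed mice.

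**Figure D1:**
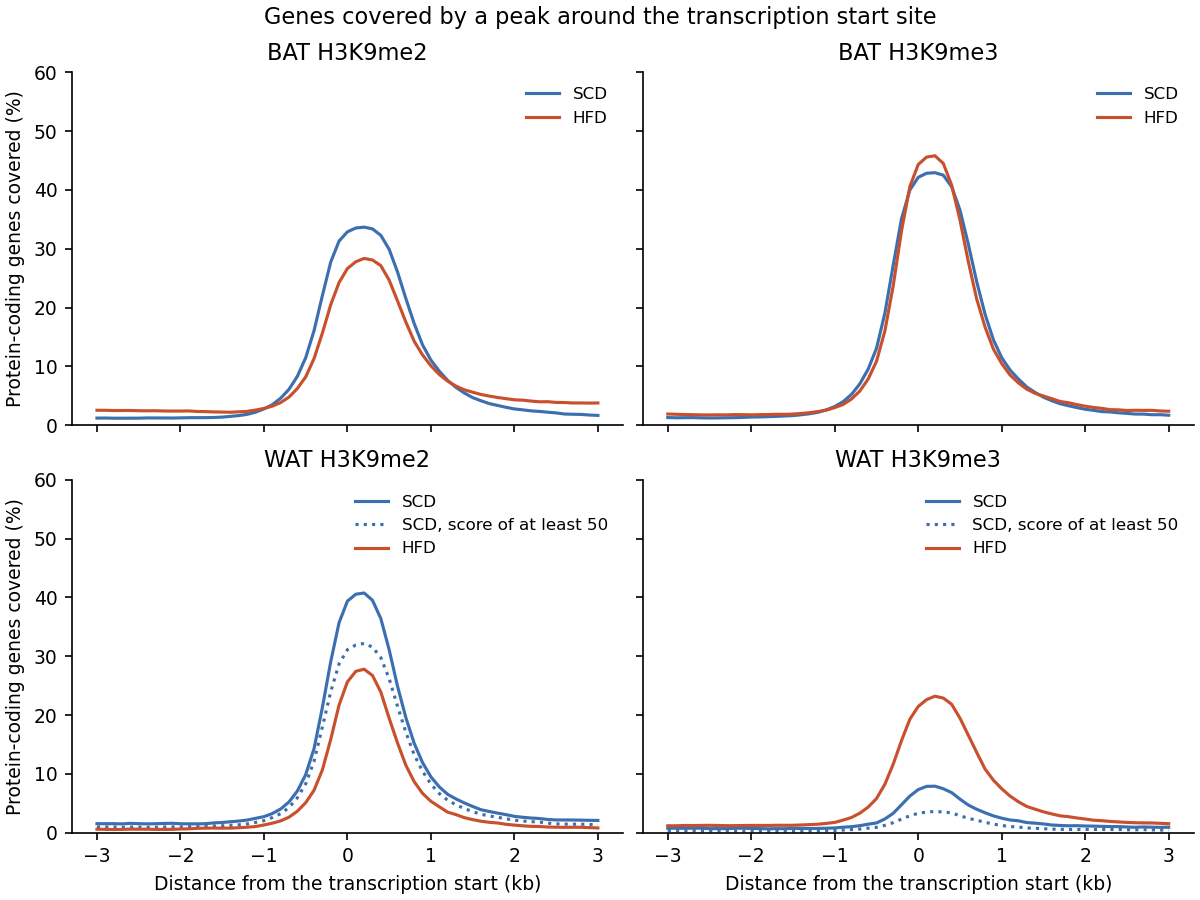
Share of protein-coding genes (%) covered by a peak at each distance from the transcription start site (kb), by tissue, mark and diet, with 1 library per line. The dotted lines show the WAT peaks of SCD-fed mice with a score of at least 50, which covered 31.1% of the start sites for H3K9me2 and 3.32% for H3K9me3.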

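In BAT, the HFD lists held more peaks than the SCD lists for both marks, with 43173 against 24887 for H3K9me2 and 52758 against 26835 for H3K9me3. In WAT, the H3K9me2 list of HFD-fed mice held fewer peaks, 21976 against 40013, and the H3K9me3 lists held 29190 and 27774. Because the SCD lists of WAT go down to a lower score, they were also counted at a score of at least 50, which left 21746 SCD peaks for H3K9me2 and 8350 for H3K9me3. Peaks covered 27.5 Mb of the genome in SCD-fed and 45.8 Mb in HFD-fed mice for BAT H3K9me2, and 27.8 Mb and 42.8 Mb for BAT H3K9me3. For WAT H3K9me2 they covered 32.4 Mb (21.8 Mb at a score of at least 50) in SCD-fed and 16.1 Mb in HFD-fed mice, and for WAT H3K9me3 19.0 Mb (8.36 Mb) and 27.6 Mb. The mean width of a peak was 1105 bp and 1060 bp in the SCD and HFD lists of BAT H3K9me2, 1036 bp and 811 bp for BAT H3K9me3, 811 bp and 732 bp for WAT H3K9me2, and 686 bp and 944 bp for WAT H3K9me3. The SCD means of WAT include the peaks with a score below 50. By the counts and bases given above for a score of at least 50, SCD peaks of WAT were wider on average than HFD peaks for both marks. The order of the widths in WAT H3K9me3 thus depended on the threshold. Within each list, the median score was 87.4 in SCD-fed and 76.5 in HFD-fed mice for BAT H3K9me2, and 139 and 103 for BAT H3K9me3. For WAT H3K9me2 it was 53.9 in SCD-fed mice (90.9 among the peaks with a score of at least 50) and 79.6 in HFD-fed mice, and for WAT H3K9me3 39.5 (68.7) and 75.8. When only the 26835 highest-scoring peaks of each BAT H3K9me3 list were taken, the HFD peaks covered 0.986 times as many bases as the SCD peaks. With scores of at least 80, WAT H3K9me2 had 12797 SCD and 10881 HFD peaks, and WAT H3K9me3 had 2980 and 13227.

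**Figure D2:**
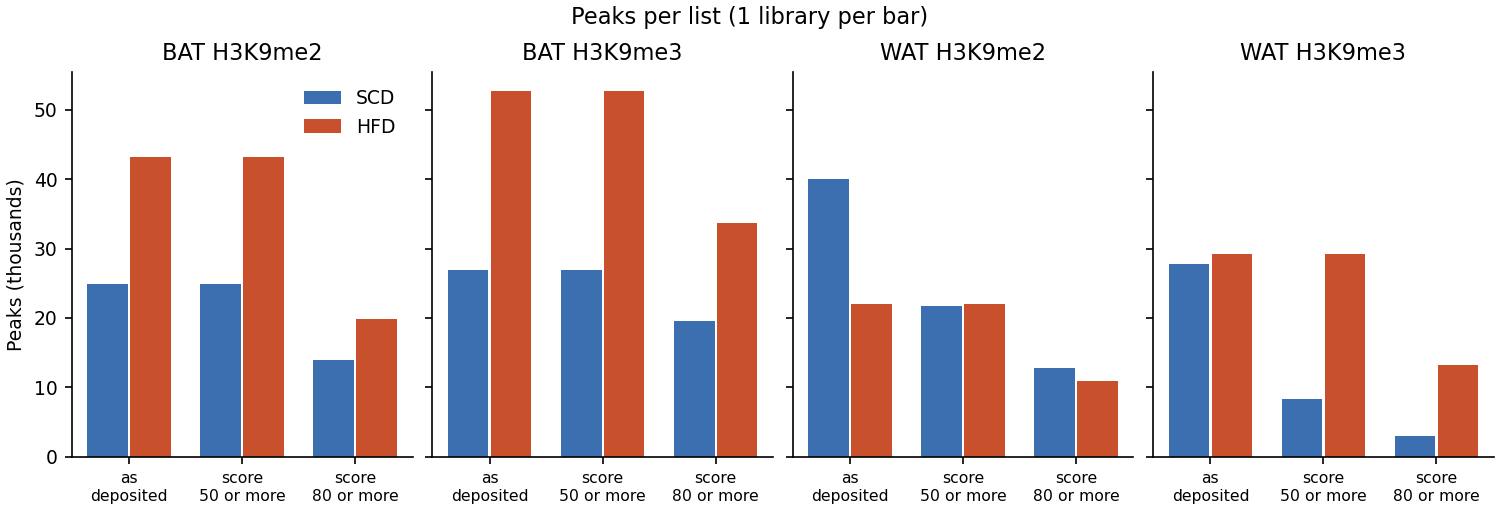
Number of peaks (axis in units of 1000) per tissue, mark and diet, 1 library per bar, for the deposited lists and at scores of at least 50 and at least 80. The HFD bars stand above the SCD bars in BAT at every score, and the order in WAT H3K9me2 depends on the score.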

Noticeably, the peak fold enrichment of H3K9me2 and H3K9me3 modifications was decreased in both the BAT and WAT of HFD fed mice compared with those of SCD fed mice (Figures 1C,D). These results suggested a decreased level of H3K9 methylation crossing the whole genome in HFD fed mice compared with SCD fed group. 

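Peaks present in only 1 diet were found in both directions in each tissue. In BAT H3K9me2, 35.9% of the SCD peaks (95% CI 35.3% to 36.5%) had no HFD peak at their position, and 62.2% of the HFD peaks (61.8% to 62.7%) had no SCD peak. In BAT H3K9me3 these shares were 17.5% (17.1% to 18.0%) and 57.0% (56.6% to 57.4%), in WAT H3K9me2 65.5% (65.0% to 66.0%) and 35.2% (34.6% to 35.8%), and in WAT H3K9me3 70.6% (70.0% to 71.1%) and 73.0% (72.5% to 73.5%). By genes, promoter peaks were found in SCD only at 2564 genes and in HFD only at 3079 genes for BAT H3K9me2, with 7119 genes in both diets. For BAT H3K9me3 there were 484, 1977 and 11215 such genes, and for WAT H3K9me3 1543, 5340 and 2693. The strongest peaks of BAT H3K9me2 without a counterpart in the other diet lay over 5S ribosomal RNA genes of chromosome 8 in both directions, with a score of 626 in SCD-fed mice (126128565 to 126133439) and of 1893 in HFD-fed mice (126092191 to 126100176). Next among the SCD peaks of BAT H3K9me2 without an HFD peak were those at the promoters of Pde3b, a phosphodiesterase that curbs lipolysis downstream of insulin (score 401, chromosome 7 from 121558102 to 121560182), and Ptprj, a receptor tyrosine phosphatase (score 383, chromosome 2 from 90419478 to 90421484). In BAT H3K9me3, a peak over the neighbouring genes Hoxa3 and Hoxa4, of body axis patterning, was listed in SCD only (score 409.8, chromosome 6 from 52140993 to 52142358). Shared positions exceeded random placement in each comparison. Of the SCD peaks, 64.3% in BAT H3K9me2, 82.9% in BAT H3K9me3, 34.8% in WAT H3K9me2 and 30.05% in WAT H3K9me3 overlapped an HFD peak by at least 1 bp on placed chromosomes, against at most 4.01% in 100 random shifts. The shifts did not keep the GC content of the peaks. More SCD peaks of BAT H3K9me2 overlapped SCD peaks of BAT H3K9me3 (71.6%) or of WAT H3K9me2 (68.9%) than HFD peaks of their own tissue and mark. The order was the other way for BAT H3K9me3 (23.7% with SCD WAT H3K9me3) and WAT H3K9me2 (26.5% with SCD WAT H3K9me3). The SCD and HFD shares without a counterpart were 45.8% and 44.3% in WAT H3K9me2 and 51.0% and 86.1% in WAT H3K9me3 at a score of at least 50, while in BAT H3K9me3 they were 33.0% and 32.1% with as many peaks taken from each list, and the SCD share was 8.41% among the upper 50% of each list by score. The order of the gene counts in BAT also depended on the threshold, with 4282 genes in SCD only and 1681 in HFD only for BAT H3K9me2 and 1437 and 819 for BAT H3K9me3 at equal numbers of peaks, and 2974 and 2407 for BAT H3K9me2 at a score of at least 80, while in WAT H3K9me3 the counts moved apart, to 377 and 6853, at a score of at least 50. From lower peak enrichment around start sites in both tissues (Figures 1C,D), the paper proposes that the HFD lowered H3K9 methylation throughout the genome.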

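Genes of fat storage, heat production and inflammation had promoter peaks in SCD only as well as in HFD only. Of 12 members of the white adipocyte and adipogenesis list with a promoter peak in WAT H3K9me2, 6 had it in SCD only. They include Pparg, the master regulator of adipocyte formation (score 120.2), Lep, the gene of leptin (119), Cebpb (101) and Ebf2 (87.7). Of 19 members of the brown adipocyte and thermogenesis list in BAT H3K9me3, 5 had a peak in HFD only, among them Ucp1, the uncoupling protein of heat production (129), Cidea (132) and Atf2, which is in the MAPK list too, and none had it in SCD only. In the lipogenesis list, Acaca, which makes malonyl-CoA for fatty acid synthesis (244), and Me1 (238) were among 3 of 12 members with a BAT H3K9me2 peak in SCD only, while Dgat1, an enzyme of triglyceride synthesis (161), and Mlxipl (94.0) were among 3 in HFD only. For lipolysis and fatty acid oxidation, 5 of 18 members had a BAT H3K9me3 peak in HFD only, including G0s2 (98.1) and Pnpla2, the main triglyceride lipase of fat cells (86.9). In WAT H3K9me2, the insulin signaling list had 6 of 22 members in SCD only, such as Rptor (149), Tsc1 (105) and Akt1 (98.9), and the TNF and NF-kB inflammation list had 9 of 24, such as Tradd (122) and Rela, a subunit of NF-kB (109). The WAT H3K9me2 counts here use the deposited lists, whose lowest scores are 30 in SCD and 50 in HFD. In the TNF and NF-kB inflammation list, Ikbkb already ranked 4 among the SCD-only members with a score of 52.5. The lower SCD threshold may therefore add to that count. In BAT H3K9me2, Akt1 (228), Rptor (68.9) and Tsc1 (59.8) had a promoter peak in HFD only. The strongest Tsc1 peaks of the 2 tissues lay at the same start site. Those of Akt1 and Rptor lay at different start sites of the gene, so opposite changes at the same promoter are not shown for them. The H3K9 methyltransferases and demethylases list also holds Trim28, Cbx1, Cbx3 and Cbx5, which belong to neither class. It had 6 of 16 members with a BAT H3K9me2 peak in SCD only, among them Prdm2 (137), Kdm3b (115) and Setdb1 (93.4). The Hippo signaling list had 11 of 15 members with a WAT H3K9me3 peak in HFD only, led by Ccn2 (363). The lists were compared with 10000 random gene lists of the same size, drawn from the genes with a promoter peak in either diet, and a share outside the percentiles from 2.5 to 97.5 was called apart from random lists, with genes taken as independent. Of 48 pairs of list and comparison for SCD only, 2 lay above and 1 lay below. In a simulation, 5.9% of random lists of 80 genes with 25% called were called apart. That rate was not measured for lists of other sizes, so chance is not excluded for these pairs. The 2 pairs above were in WAT H3K9me3. They were the TNF and NF-kB inflammation list, with 5 of 10 members (percentile 99.2), such as Birc3 (41.8) and Bcl3 (39.5), and the macrophage markers, with 3 of 4 (99.2), namely Mertk (55.4), Lpl (43.2), which fat cells express too, and Trem2 (30.1). The pair below was Wnt signaling in WAT H3K9me2, with 7 of 44 members (percentile 1.15). The lists named before lay within the random lists in these comparisons, such as the white adipocyte and adipogenesis list (90.3) and the H3K9 methyltransferases and demethylases list (94.3). For HFD only in BAT H3K9me3, the endothelial markers Eng, Tie1 and Cdh5 made up 3 of 6 members (percentile 97.8) and Cd14, Lpl and Itgam 3 of 5 macrophage markers (98.7), and with random lists matched on promoter CpG content these percentiles were 89.8 and 94.2. Below the random lists for HFD only were Wnt signaling in BAT H3K9me3, with Dkk2 as 1 of 45 members (percentile 0.465, and 8.37 with matched CpG content), and the endothelial markers in WAT H3K9me3, with Tek as 1 of 7 (1.62, and 44.3 at a score of at least 50). The housekeeping list, taken for comparison, also lay above the random lists in WAT H3K9me3, with 4 of 7 members in SCD only (percentile 99.0). At a score of at least 50, 0 of the 48 pairs lay above, the TNF and NF-kB inflammation list had 0 of 5 members with a WAT H3K9me3 peak in SCD only, and Wnt signaling in WAT H3K9me2 lay within (percentile 7.84). That threshold was chosen after the data were seen. Under settings fixed beforehand, 3 of the 48 pairs lay above at a score of at least 80, and 3 with all protein-coding genes as background.

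**Figure D3:**
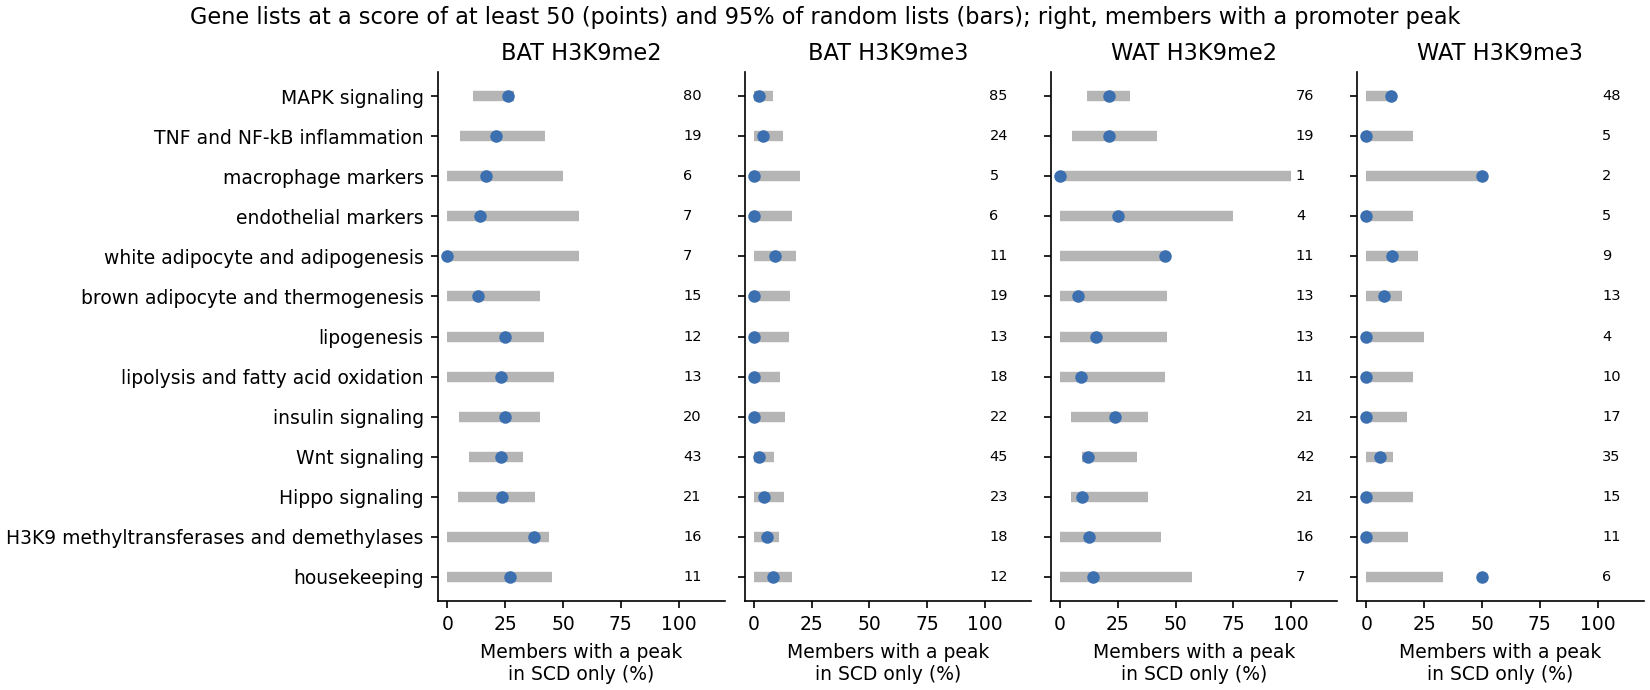
Share of the members of each gene list with a promoter peak (%) that had it in SCD only, at a score of at least 50, by tissue and mark. Points are the lists, grey bars span 95% of random lists and the numbers at the right are the members with a promoter peak. Apart from the housekeeping list in WAT H3K9me3, every point lies within its bar.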

The KEGG enrichment analysis revealed that the genes with H3K9 demethylation modification in adipose tissue of the HFD-fed mice were enriched in pathways related to lipogenesis, energy metabolism, immunity and inflammation (Figure 2A). Among these pathways, the MAPK signaling pathway was enriched with a highest number of genes and had a *P*-value less than 0.001 (Figure 2).

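Most genes of MAPK signaling had H3K9 methylation peaks at their promoters, and outside WAT H3K9me3 most of these had them under both diets. This pathway, which relays growth factor, stress and cytokine signals, is taken as a list of 90 genes fixed here, which is not the KEGG set of the paper. Of these 90 genes, 80 had a promoter peak in BAT H3K9me2, 85 in BAT H3K9me3, 81 in WAT H3K9me2 and 53 in WAT H3K9me3 in either diet. In BAT H3K9me2, 21 of the 80 had it in SCD only, with the highest scores at Mapk8, which encodes the stress kinase JNK1 (259.6), Rap1b (183), Rap1a (129) and the phosphatase gene Dusp3 (128). Another 13 had it in HFD only, led by Map3k14, the NF-kB inducing kinase (179, at a start site inside the gene, and not called with 1 start site per gene), Map2k2 (141), the transcription factor gene Atf2 (122) and Pdgfrb (105). In BAT H3K9me3, Rap1a (281) and Sos2 (237) were the 2 genes in SCD only, and Atf2 (256), Mapkapk3 (88.4) and Pdgfrb (56.8) the 3 genes in HFD only. In WAT H3K9me2, 21 of 81 genes had a peak in SCD only, among them Map3k8 (128) and Srf (108), and 3 in HFD only, which were Traf2 (74.99), Rras (63.9) and Ddit3 (56.1). In WAT H3K9me3, 10 of 53 genes had a peak in SCD only, such as Map2k4 (122) and Map3k7 (105), and 33 in HFD only, such as Hspa1b (199), Map3k2 (185) and Ppp3ca, a catalytic subunit of calcineurin (165). At a score of at least 50, 16 of 76 genes were in SCD only and 12 in HFD only for WAT H3K9me2, and 5 of 48 and 42 for WAT H3K9me3. The SCD-only share of the MAPK signaling list stood at percentile 91.2 of the random lists in BAT H3K9me2, 30.5 in BAT H3K9me3, 14.2 in WAT H3K9me2 and 70.8 in WAT H3K9me3, within the range of random lists in each. For HFD only in BAT H3K9me3, the 3 of 85 genes lay below the random lists (percentile 0.04, and 5.28 with matched CpG content). Having a promoter peak in either diet was more frequent in the MAPK signaling list than in random lists from all protein-coding genes, at percentile 100 in BAT H3K9me2, BAT H3K9me3 and WAT H3K9me2 and 99.9 in WAT H3K9me3. Against random lists of matched promoter CpG content these percentiles were 97.0, 98.1, 92.7 and 39.2. The SCD-only share in BAT H3K9me2 lay above the random lists when all protein-coding genes were the background (percentile 99.95) or when promoters were 1 kb wide on either side (98.2), and within them with matched CpG content (76.1). That of WAT H3K9me2 lay below them at a score of at least 80, with 9 of 58 genes (1.19).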

**FIGURE 1:**
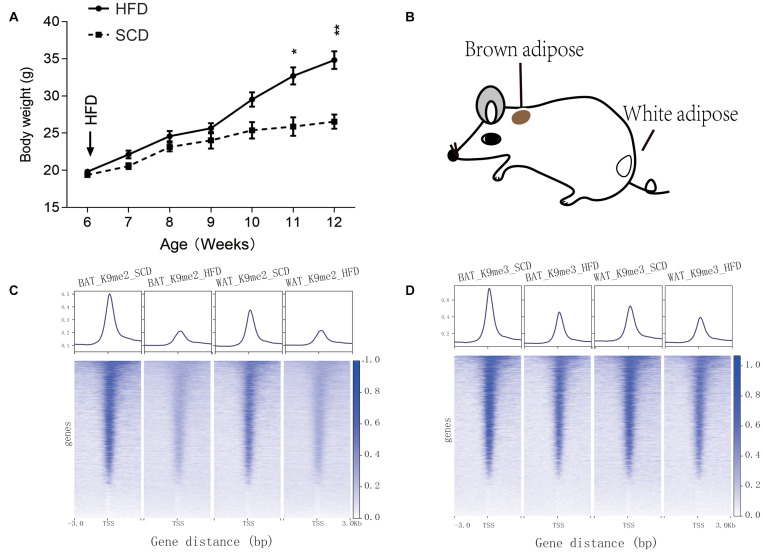
Information of SCD and HFD mice used in this study and peak enrichment of H3K9 methylation. **(A)** Body weight monitoring of mice under control (SCD) and high fat diet (HFD) treatments. *P < 0.05, **P < 0.01. **(B)** Dissection location of mouse brown adipose tissue and white adipose tissue used for the H3K9me2 and H3K9me3 ChIP-seq experiments. **(C,D)** Peak enrichment at histone H3K9 methylation modification (H3K9me2 and H3K9me3) near the transcription start site (TSS, ±3 kb) of genes.

**FIGURE 2:**
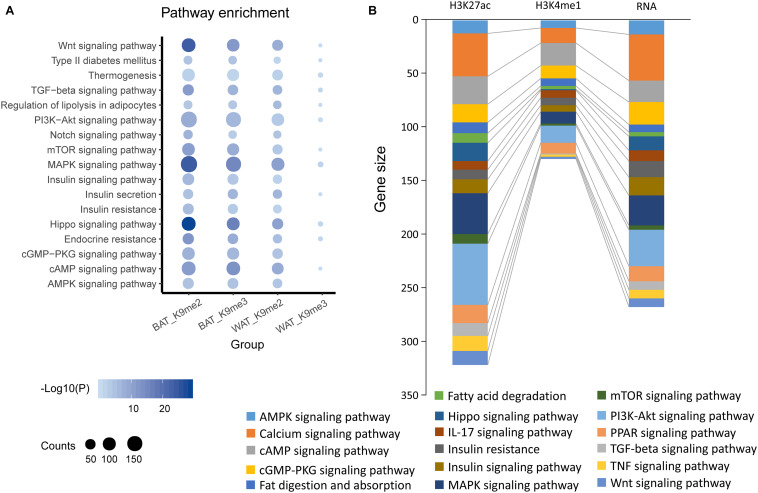
KEGG pathway enrichments of BAT or WAT under SCD and HFD conditions. **(A)** KEGG pathway enrichment by genes showing differential peaks in promoter regions identified by H3K9me2 (K9me2) or H3K9me3 (K9me2) ChIP-seq of mouse brown adipose (BAT) or white adipose tissues (WAT) under HFD condition compared with SCD conditions. **(B)** KEGG pathway enrichment of H3K27ac, H3K4me1 and RNA-activated genes in brown adipose (BAT) or white adipose tissue (scWAT) under HFD condition compared with SCD conditions.

We also analyzed published data on histone modifications, including H3K27ac and H3K4me1 ChIP-seq and bulk RNA-seq data (GSE132885). These data showed that compared with the SCD fed mice, many genes in mouse adipose tissue were activated by the consumption of a HFD for 8 weeks. These genes were also enriched in pathways similar to those found for H3K9 (Figure 2B), including the MAPK signaling pathway. All of these results suggested that the changes in histone modifications induced by a HFD could activate various genes that are related to the biological processes of lipogenesis, energy metabolism, immunity and inflammation and include the MAPK signaling pathway.

### Activation of Genes in the MAPK Signaling Pathway via Histone Modification Are Related to Inflammation and Energy Metabolism

To investigate whether genes with differential peaks caused by histone modification under SCD and HFD conditions exhibited correlations with inflammation and energy metabolism, we integrated two bulk RNA-seq datasets and a SNAP-seq dataset in this study. These RNA sequencing data involved macrophage polarization, which was important for macrophage inflammation and energy metabolism in adipose tissues. First, we found 768 genetic markers of M1 macrophages from the published bulk RNA dataset GSE69607 that showed higher expression levels in M1 macrophages than other types. Among these marker genes, 136 genes were also activated via histone modification in WAT under HFD feeding, as demonstrated by H3K9me2 ChIP-seq (Figure 3A). 

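In WAT H3K9me2, 4027 genes had a promoter peak in SCD-fed mice only, 588 in HFD-fed mice only and 8212 in both. Of 17 macrophage markers in a list fixed here, which is not the M1 marker set of the paper, 2 had a WAT H3K9me2 promoter peak in either diet, a share below that of random lists from all protein-coding genes (57.3% of which had one, percentile 0.035) and within that of lists matched on promoter CpG content (2.57). Lpl, also a gene of fat cells, had its peak in SCD only (score 33.3), and Mertk, a receptor for the uptake of dead cells, had one in both diets (46.6 in SCD and 69.0 in HFD). Of 5 endothelial markers with a peak, Vwf (57.5) and Eng (36.4) had it in SCD only, at start sites inside the genes. At a score of at least 50, Mertk had its peak in HFD only, and Lpl and Eng had none. Under the same threshold, 2279 genes had a WAT H3K9me2 promoter peak in SCD only and 1603 in HFD only, and at a score of at least 80 the counts were 2395 and 1772. The expression data of polarized macrophages were not analysed here.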

KEGG enrichment analyses showed that the 136 genes were enriched in some pathways, including the MAPK signaling pathway (Figure 3B). Among these genes, *Map3k5*, *Ppp3cc*, *Hspa1a*, *Vegfa*, *Dusp2*, and *Met* were also upregulated in macrophages of adipose tissue from HFD fed mice compared with the control group (red squares in Figure 3B, GSE158627), suggesting a strong correlation of MAPK signaling to inflammation upon HFD treatment.

**FIGURE 3:**
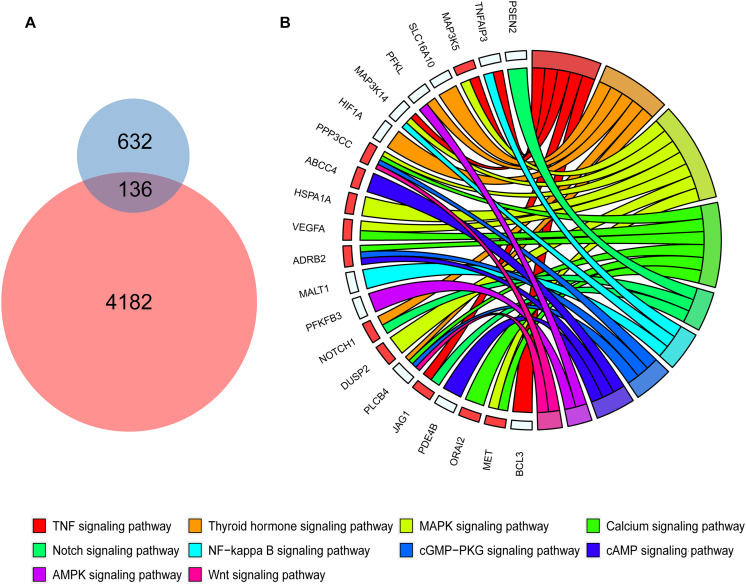
Polarized macrophage marker genes activated by HFD and relevant KEGG pathways. **(A)** The Venn diagrams shows 136 genes shared between the polarized macrophage marker genes and activated genes with differential peaks in the promoter determined by H3K9me2 ChIP-seq data in mouse white adipose tissue of HFD conditions. **(B)** The chord diagrams show the KEGG pathways enriched by the 136 shared genes. The red squares represent the genes shared between the 136 genes and differentially expressed genes of macrophages under SCD and HFD conditions.

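Of the 7 MAPK signaling genes named in the text or the chord diagram, Ppp3cc and Dusp2 had a WAT H3K9me2 promoter peak in SCD-fed mice only, and Map3k5, Hspa1a, Vegfa, Met and Map3k14 had one in both diets. Ppp3cc, a catalytic subunit of the phosphatase calcineurin, had a peak of 957 bp over its start site on chromosome 14 (mm9, 70688651 to 70689607, score 170.1). Dusp2, a phosphatase that inactivates MAP kinases, had a peak of 991 bp on chromosome 2 (127161627 to 127162617, score 132). Map3k5, the stress-activated kinase ASK1, had an SCD peak of 1910 bp on chromosome 10 (19653192 to 19655101, score 274) and HFD peaks of 883 bp (184) and 457 bp (57.8) inside the same stretch. At Hspa1a, a heat shock protein gene on chromosome 17, the SCD peak spanned 2343 bp (35107003 to 35109345, score 177) and the HFD peak 1817 bp (score 107). Its near-identical neighbour Hspa1b can share reads with it, and reads that mapped to multiple sites had been removed. At Vegfa, the gene of a vascular growth factor, the peaks spanned 1784 bp in SCD-fed (46167303 to 46169086, score 93.8) and 860 bp in HFD-fed mice (score 127). At Met, the receptor of hepatocyte growth factor on chromosome 6, they spanned 1113 bp (17413355 to 17414467, score 218) and 693 bp (score 105), and at Map3k14 on chromosome 11 821 bp (103128214 to 103129034, score 104) and 612 bp (score 60.8), beside a stronger HFD peak at a start site inside Map3k14 (103100218 to 103100779, score 74.2). A score of at least 50 gave the same 2 genes in SCD only. In the other comparisons, BAT H3K9me3 had promoter peaks of all 7 genes in both diets, BAT H3K9me2 had 1 gene in SCD only, 2 in HFD only and 4 in both, and WAT H3K9me3 had Met in SCD only and Map3k5, Hspa1a, Vegfa and Map3k14 in HFD only. The strongest WAT H3K9me3 peak of Met (17486332 to 17487203) and those of Map3k14 in WAT H3K9me3 (103081184 to 103083112) and BAT H3K9me2 lay at start sites inside the genes, and with 1 start site per gene Map3k14 had no promoter peak in these 2 comparisons and Vegfa had one in SCD only in BAT H3K9me2.

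**Figure D4:**
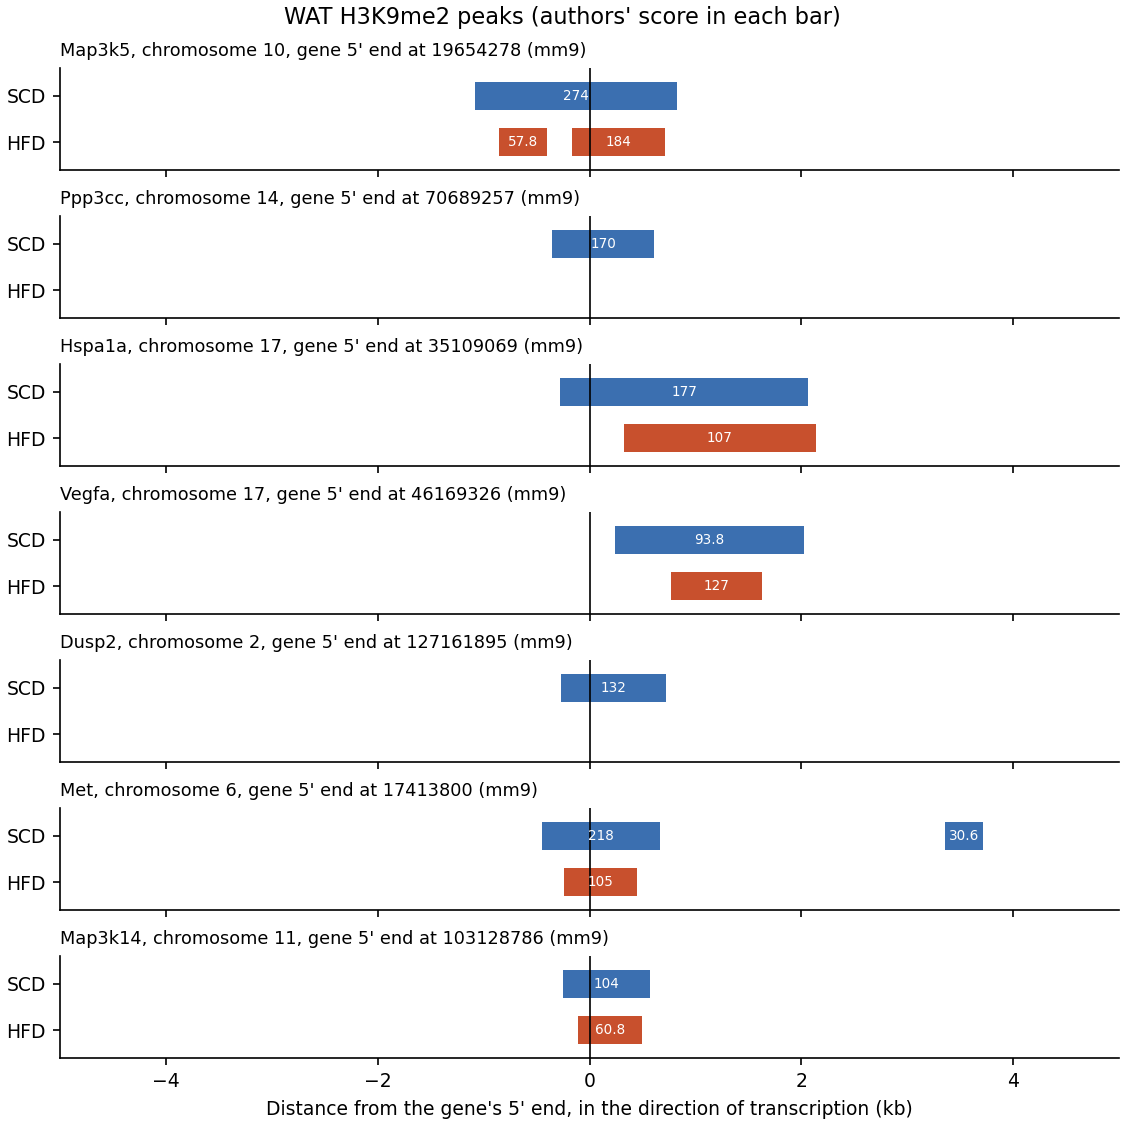
WAT H3K9me2 peaks within 5 kb of the 5' end of the 7 genes in SCD-fed (blue) and HFD-fed (red) mice, with the distance in kb in the direction of transcription and the score of the peak in each bar. Ppp3cc and Dusp2 have no HFD peak in the plotted stretch, and the SCD peak of 30.6 at Met lies outside the promoter.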

In addition, we included a published single-nuclei RNA sequencing data of adipocytes (GSE133486) and defined a metabolic active adipocyte subtype in WAT (Adipose_9 in Figure 4A). We obtained the top 2000 variable genes from the metabolically active adipocyte subtype and assessed their enrichment in KEGG pathways, including the AMPK, cAMP, GMP-PKG, and MAPK signaling pathways (Figure 4B). We also found that the *Map3k5*, *Met*, and *Vegfa* genes were highly expressed in the metabolic active adipocyte subtype (Adipose_9), as reported in the published study (Figures 4C–E). Altogether, these results suggested that the *Map3k5*, *Met*, and *Vegfa* genes in the MAPK signaling pathway activated by HFD induced epigenetic modification might be related to both inflammation and energy metabolism, which pointed out an implication for better understanding of the effect of diet and eating behavior on obesity and energy homeostasis.

**FIGURE 4:**
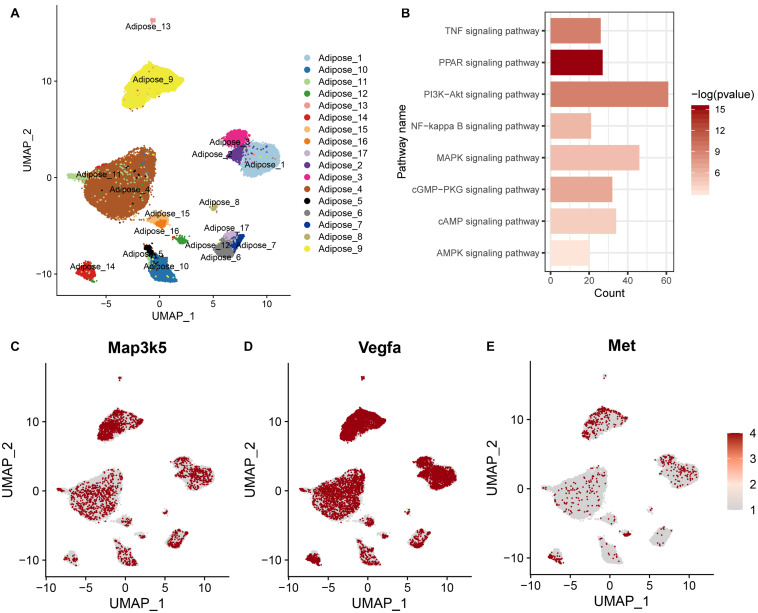
Gene expression and the related KEGG pathway in metabolic active adipocyte subtype by single-nuclei RNA sequencing. **(A)** UMAP plot of single-nuclei RNA sequencing data (GSE133486) illustrating the cell types of adipocytes. **(B)** KEGG pathway enriched by the top 2000 variable genes from the metabolic active adipocyte subtype. **(C–E)** Scaled expression levels of the *Map3k5*, *Met*, and *Vegfa* genes in the adipocyte subtype depicted using a red gradient (gray denotes a lack of expression).

### Activated MAPK Signaling Pathway in Humans and Rats Under Short- and Long-Term HFD Conditions

Based on the transcriptome of adipose tissue in humans under fasting conditions (0 h) and 4 h post-meal (GSE142401), we found that the genes that were upregulated after the meal were enriched in various KEGG pathways, including the IL-17, NF-kB, MAPK, Toll-like receptor and TNF signaling pathway (Figure 5A). In addition, several genes (*MAP3K5*, *MET*, and *VEGFA*) in the MAPK signaling pathway showed relatively higher expression levels after a high-fat meal than fasting condition (Figure 5B). Similarly, we found that these genes upregulated in HFD rat were also enriched in MAPK signaling pathway (Figure 5C).Furthermore, western blotting (WB) analyses showed increased expression of *Met*, *Vegfa* in WAT from HFD fed rat (Figures 6A–C). Additionally, the ratio of p44/42 MAPK phosphorylation was significantly upregulated in the HFD fed group (Figures 6A,D), which suggested a relatively activated state of MAPK pathway in obese adipose tissues. All of these results suggested that the MAPK signaling pathway could be activated by histone modification in adipose tissue after both long-term and short-term consumption of a HFD in house mice, rats and humans. The *MAP3K5*, *MET*, and *VEGFA* genes might be involved in inflammation associated energy metabolism via the activation of MAPK signaling cascades.

**FIGURE 5:**
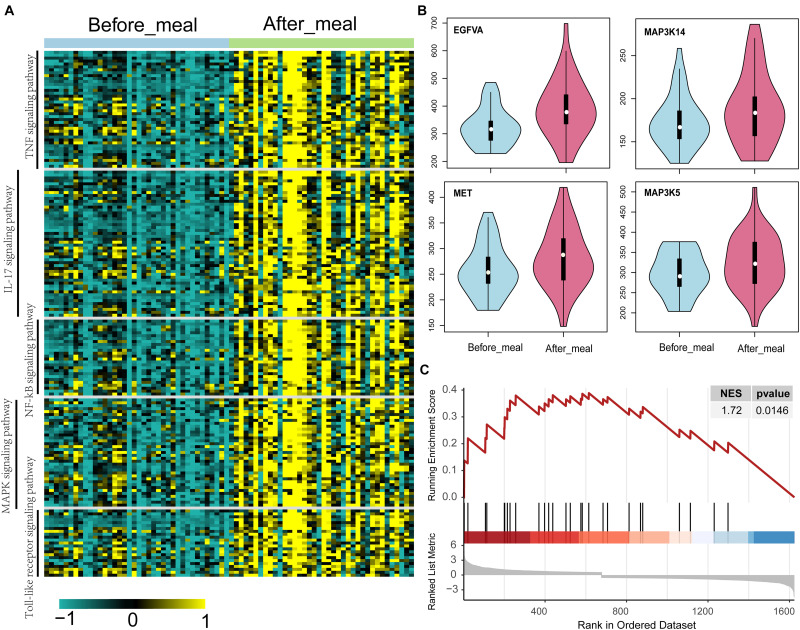
Up-regulated genes and activated KEGG pathways in humans and rats under short- and long-term HFD conditions. **(A)** KEGG pathways of the significantly differentially expressed genes between adipose tissue under fasting (0 h) and at 4 h post-meal condition. **(B)** Violin plots show the level of gene expression in adipose tissue under fasting (0 h) and at 4 h post-meal condition. **(C)** GSEA plot shows the genes upregulated in the adipose tissue of HFD rat are enriched in MAPK signaling pathway.

**FIGURE 6:**
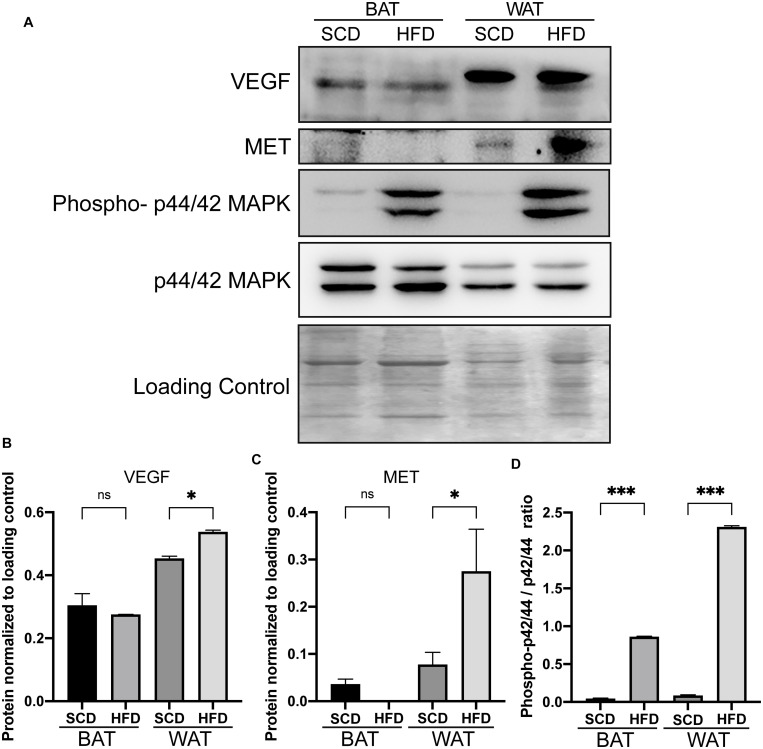
Increased expressions of genes in the adipose tissue of rats under HFD conditions by western blot analysis. Western blot analysis of the increased expressions of *Met* and *Vegfa* gene and the enhanced ratio of phosphorylation of p44/42 MAPK in adipose tissues from HFD rat. **(A)** The protein expression of Met, Vegfa and phospho-p44/42 MAPK in the adipose tissue of rats. **(B–D)** Bar plot of the statistical significance of *Met* and *Vegfa* expression and phosphorylation-p44/42 MAPK ratio in HFD and SCD adipose tissues in rat by unpaired student’s *t* tests. Bars represent standard errors. ^∗^, ^∗∗^, and ^∗∗∗^ indicates *P-*value < 0.05, 0.01, and 0.001, respectively. WAT, white adipose tissue; BAT, brown adipose tissue.

## Discussion

The post-transcriptional modifications of histone tails are essential for the regulation of the chromatin state, which could result in activation or repression of the transcription of the associated genes. For example, the di-methylation and tri-methylation of histone H3 at lysine 9 (H3K9me2 and H3K9me3) are mostly associated with gene repression, whereas histone H3K27 acetylation and H3K4me1 are features of gene activation (Zhang T. et al., 2020). During the growth and differentiation of adipose tissue, histone modifications not only determine the fate of precursor cells but also participate in the regulation of physiological activities and the body’s adaptation to the environment. In this study, H3K9me2 and H3K9me3 modification sites were analyzed in the adipose tissue of SCD and HFD fed mice by chromatin immunoprecipitation and high throughput sequencing. Generally, we found a stronger signal of peaks around the transcription start site in SCD fed mice than HFD-fed group (Figures 1C,D), suggesting the common demethylation and activation of transcription through the whole genome induced by HFD.

The KEGG analysis showed that the genes activated by HFD feeding were mainly associated with lipogenesis, energy metabolism and insulin resistance. For example, the Wnt (Bowers and Lane, 2008), mTOR (Caron et al., 2015) and Hippo signaling pathway (Shu et al., 2020) were major regulators of adipogenesis. The mTOR (Caron et al., 2015), cAMP, AMPK, and PI3K-Akt signaling pathway were closely related to energy metabolism.

Notably, we found that the MAPK signaling pathway was enriched with many H3K9me2 and H3K9me3 de-methylation activated genes (Figure 2A) as well as H3K4me1, H3K27ac and RNA expression activated genes (Figure 2B) upon HFD treatment. MAPK pathways regulated multiple cellular functions, including cell proliferation, migration, differentiation, and apoptosis. A previous study showed that MAPK signaling related genes interacted with dietary factors involved in inflammation and oxidative stress (Slattery et al., 2013). Inflammation of fat adipose tissue could induce insulin resistance and metabolic disease (Acin-Perez et al., 2020), which suggested that activated MAPK might help to improve the understanding of the epigenetic effects of HFD on obesity and metabolic disease.

To illustrate the correlation between obesity, energy metabolism and inflammation, we integrated bulk RNA-seq and single-nuclei RNA-seq dataset of adipocytes from other published study. Single-nuclei RNA-seq could show cell type specific differential gene expression and the results showed that some genes (*Map3k5*, *Met*, and *Vegfa*) in the MAPK signaling pathway activated by a HFD via histone modifications showed high expression levels in the metabolic active adipocyte subtype in WAT though single-nuclei RNA sequencing. These genes might also participate in inflammation (Figures 4, 5) in mice, rat and humans under short-term or long-term HFD (Figure 5). In addition, western blot further confirmed the higher expression of *Met* and *Vegfa* genes and the enhanced ratio of p44/42 MAPK phosphorylation under HFD conditions (Figure 6).

Previous studies also showed the potential role of *Map3k5*, *Met*, and *Vegfa* in obesity and metabolic dysregulation (Rudich et al., 2007; Bian et al., 2010; Lu et al., 2012; Elias et al., 2013; Sundaram et al., 2014a, b; Hattori et al., 2016; Haim et al., 2017). For example, Sundaram et al. (2014a, b) found that the expression of *Met* increased in obese mice with breast cancer compared with their lean controls, suggesting that *Met* was potentially associated with obesity and immunity (Sundaram et al., 2014a, b). The *MAP3K5* gene was upregulated in adipose tissues of obese animal (Haim et al., 2017), and a *MAP3K5* mutation that decreased RNA expression was linked to obesity with whole body insulin resistance (Rudich et al., 2007; Bian et al., 2010). In mice, *Map3k5* knockout mice became obese by interfering with brown fat function (Hattori et al., 2016). Vascular endothelial growth factor A (*Vegfa*), a member of the VEGF family, was also highly expressed in adipose tissues (Lu et al., 2012). Lu et al. (2012) found that mice with repressed expression of the *Vegfa* gene presented a lean phenotype and resistance to HFD induced body weight gain (Lu et al., 2012). Elias et al. (2013) showed that *Vegfa* overexpression in adipose tissue could enhance PGC-1α and UCP-1 expression, which resulted in increases in thermogenesis and energy expenditure and decreases in obesity, suggesting the important role of *Vegfa* under HFD conditions (Elias et al., 2013). In addition, increased *Vegfa* expression might be associated with higher inflammation in adipose tissues through its anti-inflammatory role in adipose tissue, which resulted in increases in activated macrophages (Elias et al., 2013; Schlich et al., 2013). Wang et al. (2006) found that the VEGF increased with the stimulation of pro-inflammatory factor TNFα in isolated progenitor cells of the human adipose, suggesting the potential roles of VEGF in inflammation. Here our study showed the significantly increased level of the phosphorylation of p42/44 MAPK in both BAT and WAT rat under a HFD condition, suggesting a relatively activated state of MAPK pathway in obesity adipose tissues. Overall, the demethylation activated genes *Map3k5*, *Met* and *Vegfa* in the activated MAPK signaling pathway could participate in inflammation and energy metabolism to lead to obesity, and thus, these genes might be promising markers for the prevention and treatment of metabolic diseases.

In summary, ChIP-seq technology was utilized to assess the changes in the modifications of histone H3 sites in BAT and WAT of mice under SCD or HFD conditions. We found that the HFD decreased the level of H3K9me2 or H3K9me3 level in gene promoters crossing the whole genome. Through integrated analyses of the bulk RNA transcriptome and single-nuclei adipocyte RNA sequencing in mouse, rat and human adipose tissues, we found that a series of genes that were activated by histone modification were also upregulated under both long-term and short-term HFD conditions. These genes, including *MAP3K5*, *MET*, and *VEGFA*, were enriched in KEGG pathways involving lipogenesis, energy metabolism, and inflammation pathways. All these findings would help us to improve the understanding of the influence of diet on obesity and human metabolic diseases through epigenetic modifications and could assist the identification of putative therapeutic targets for the prevention and treatment of metabolic disorders in the future.

## Data Availability Statement

The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/genbank/, GSE164530.

## Ethics Statement

All animal experiments were approved by the Institutional Animal Care and Use Committee (IACUC) of the Shanghai Jiao Tong University and the Tongji University.

## Author Contributions

ZW, MZ, CZh, and ZL conceived and designed the study. ZW, MZ, MW, CZo, SL, YG, and SQ performed the experiments. ZW, MZ, and YG performed the data analysis. All authors participated in data interpretation, manuscript drafting, and approved the final manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Integrated Multiomic Analysis Reveals the High-Fat Diet Induced Activation of the MAPK Signaling and Inflammation Associated Metabolic Cascades via Histone Modification in Adipose Tissues
**Source:** Front Genet. 2021 Jun 28;12:650863. doi: 10.3389/fgene.2021.650863
**Supplement:** Supplementary file 1

**Supplementary Table 1: Antibodies that we used for western blot analysis.**

| Antibodies | Cat No. | Brand | Dilution ratio |
| --- | --- | --- | --- |
| c-Met | 25869-1-AP | Proteintech | 1:1000 |
| VEGF | 19003-1-AP | Proteintech | 1:1000 |
| p44/42 MAPK (Erk1/2) | #4695 | Cell Signaling Technology | 1:1000 |
| Phospho-p44/42 MAPK (Erk1/2) | #9101 | Cell Signaling Technology | 1:1000 |
| HRP-Conjugated GAPDH Monoclonal Antibody | HRP-60004 | Proteintech | 1:10000 |
| HRP-Conjugated Beta Actin Monoclonal Antibody | HRP-60008 | Proteintech | 1:10000 |

How the deposited data were processed for this re-analysis (not part of the article)

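ChIP-seq peaks of H3K9me2 and H3K9me3 in BAT and WAT of SCD-fed and HFD-fed mice were analysed. There were 12 libraries, of which the 8 immunoprecipitated ones each have a deposited list of peaks, and the 4 inputs were not used here. The authors assessed the reads with FastQC, trimmed them with Trim Galore, aligned them to mm9 with Bowtie2 2.4.2, removed reads that mapped to multiple sites and called peaks with MACS2. Each list gives the chromosome, start, end and name of a peak and the authors' score. The deposited score has no stated unit. It is read as 10 times the negative log10 of the p-value of the peak, from its lowest values of 50 or 50.01 in 6 lists and 30 in the SCD lists of WAT, and it is not scaled between libraries, so a common lowest score equalizes the p-value threshold and not the depth. The depth of the libraries is not given in the lists, so its effect on the number of peaks is not known, and exact (Clopper-Pearson) binomial 95% confidence intervals cover counting error only. Groups were taken from the library labels. Because there was 1 library per diet, tissue and mark, no p-value between diets is given, and the 4 pairs of SCD and HFD lists were described side by side and not tested as pairs.

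Chromosome lengths of the reference (assembly NCBIM37) were checked to be those of mm9, and genes came from GENCODE vM1, with 22380 protein-coding genes and 70064 transcription start sites. A promoter was the 3 kb on either side of any annotated start site, as in the methods of the paper. Peaks of the SCD and HFD lists of the same tissue and mark were called shared when they overlapped by at least 1 bp. Positions were compared with 100 circular shifts within each chromosome. Gene lists were MAPK signaling, TNF and NF-kB inflammation, macrophage markers, endothelial markers, white adipocyte and adipogenesis, brown adipocyte and thermogenesis, lipogenesis, lipolysis and fatty acid oxidation, insulin signaling, Wnt signaling, Hippo signaling, H3K9 methyltransferases and demethylases (with Trim28, Cbx1, Cbx3 and Cbx5 in addition), and, for comparison, housekeeping. Each was compared with 10000 random gene lists of the same size, drawn for peaks in 1 diet from the genes with a promoter peak in either diet, and for peaks in either diet from all protein-coding genes. A list was called apart outside the percentiles from 2.5 to 97.5. These percentiles describe the libraries, do not test the diet and take genes as independent.

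The lists, comparisons and alternatives were set before the data were examined, except where stated. A fixed rule selected every gene the paper names for these libraries and, of each list and comparison, up to 4 members with the highest score among SCD-only peaks and then among HFD-only peaks. It also selected, per tissue and mark, the 3 strongest peaks of each list, the 3 strongest without a peak in the other diet, and the 2 windows of 1 Mb with the largest rise and fall in their share of peaks. The text prints a part of the members, peaks and windows so selected, chosen after the values were seen, and some results are not reported here. The rule had asked for the fold enrichment, which the lists do not hold, so the score was used. Alternatives were a score of at least 80 (in place of a q-value, which the lists do not hold), the upper 50% of each list, equal numbers of peaks, merging within 1 kb, autosomes alone, removal of regions present in all 8 lists, other overlap rules, promoters of 1 kb on either side, 1 start site per gene and another background. A common score of at least 50, equal numbers of peaks for the gene counts, random lists matched on CpG content in 10 strata and the gene families were chosen after the data were seen.

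Calculations used Python 3.11.15 with NumPy 2.4.6 and SciPy 1.17.1, bedtools 2.31.1 for a check of the overlaps, and matplotlib 3.10.9 for the plots. The steps were tested on simulated data of 25000 peaks. With 30% of the peaks made to be shared, 30.6% were recovered, and with 40% made to lie at promoters, 40% were recovered. Calls that differed from those of bedtools numbered 0. Of 1000 simulated lists of 80 genes with 35% called against 25% in the background, 57.7% were found above, and of 1000 with 45% called, 97.2%. Random lists were called apart in 5.9% of 1000 draws.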

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

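The tests of the score thresholds and of the depth were chosen after the numbers of peaks were seen, and those of GC content and of the X chromosome were set before their results.

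In BAT, the HFD list of H3K9me2 held 1.73 times as many peaks as the SCD list, whereas in WAT it held 0.549 times as many, opposite directions whose difference was not tested. Different score thresholds are argued against in BAT, where the lowest scores of the SCD and HFD lists differed by 0, but they may account for WAT H3K9me2, where the HFD to SCD ratio was 1.01 at a score of at least 50. In BAT H3K9me2, 78.5% of the upper 50% of the SCD peaks by score had an HFD peak. That share cannot decide on greater depth of the HFD library alone, because the bound of 80% was set after the lists had been explored. No replicate library shows what share depth alone would give. Greater depth alone would not lower counts, yet X chromosome peaks of BAT H3K9me2 fell from 922 to 365. Start sites covered by a peak fell from 32.9% to 26.6% of genes. These falls argue against depth alone for those places, while genes with a promoter peak rose from 9683 to 10198. That rise depended on the definition of a promoter. The SCD and HFD counts were 8922 and 8966 with 1 start site per gene, and 8998 and 8984 with promoters of 1 kb on either side. For BAT H3K9me3 the share of the upper 50% of the SCD peaks with an HFD peak was 98.0%, so greater depth may account for the larger HFD list there. The diet stays open for every list as an untested explanation, with 1 library per group.

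Peaks of all 8 lists gathered at promoters. Random windows matched to the peaks on width and GC content lay at promoters more often than the peaks did in each list, with ratios of the peak share to the share of the windows from 0.652 to 0.848. GC content is therefore a candidate explanation for the gathering at promoters. No biological explanation of it was tested.

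On the X chromosome, BAT H3K9me2 had 922 peaks in SCD-fed and 365 in HFD-fed mice, 3.70% and 0.845% of the lists, so that the share under HFD was 0.228 times that under SCD. In WAT H3K9me2 the ratio was 1.73 (1.05 at a score of at least 80), the opposite direction, and the difference between the tissues was not tested. GC content is argued against as the cause, since the X peaks over those that GC content would give were 0.239 times as many under HFD as under SCD. The score threshold is argued against as well, with a ratio of 0.247 at a score of at least 80. The diet, the animals and the making of the libraries stay open and untested, and in BAT H3K9me3 the shares were 4.67% and 3.33%.

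Genes with a promoter peak in HFD only numbered 3079 in BAT H3K9me2, 1977 in BAT H3K9me3, 588 in WAT H3K9me2 and 5340 in WAT H3K9me3, while equal numbers of peaks gave 1681 in BAT H3K9me2 and 819 in BAT H3K9me3, and a score of at least 50 gave 1603 in WAT H3K9me2.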

How the results depend on the processing

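The common score of at least 50, the equal numbers of peaks for gene counts and the matching on CpG content were chosen after the data were seen. Of the values under other settings, 135 stayed within the 95% CI, within 1.5 times a count or on the same side of a threshold, 123 moved further, 3 passed a threshold and 2 reversed. The 2 that reversed are ratios of HFD to SCD. Counts and shares were labelled 1 at a time, so a changed order of the SCD and HFD values is not among these 2. An example is the genes in SCD only and in HFD only for BAT H3K9me2, 2564 and 3079 in the deposited lists and 4282 and 1681 at equal numbers of peaks. A fold threshold of at least 5 could not be run, since the lists hold no fold enrichment, and the cause of a change was not tested unless the setting itself removes peaks or start sites. All 12 pairs of lists shared more positions than random shifts under each overlap rule and threshold run for them. The unknown depth limits every comparison of peak numbers. Reversed values were the ratio of HFD to SCD peaks of WAT H3K9me2 at a score of at least 50, 1.01, and the ratio of covered bases of BAT H3K9me3 at equal numbers of peaks, 0.986. The SCD-only percentile of the MAPK signaling list was 99.95 in BAT H3K9me2 with all protein-coding genes as background, 98.2 with promoters of 1 kb on either side, and 1.19 in WAT H3K9me2 at a score of at least 80. At a score of at least 50, WAT H3K9me3 had 3.50 times as many HFD as SCD peaks and 3.30 times as many covered bases. There, 45.8% (WAT H3K9me2) and 51.0% (WAT H3K9me3) of the SCD peaks had no HFD peak, and 44.3% (WAT H3K9me2) and 86.1% (WAT H3K9me3) of the HFD peaks had no SCD peak. Promoter shares were 46.8% (SCD WAT H3K9me2) and 21.2% (SCD WAT H3K9me3). Genes with a promoter peak numbered 2279 in SCD only and 1603 in HFD only for WAT H3K9me2, and 377 in SCD only for WAT H3K9me3. Of the 48 pairs of list and comparison, 0 lay above the random lists for SCD only. Regions in all 8 lists numbered 1653, those in all 4 SCD lists alone 15 and those in all 4 HFD lists alone 102. At a score of at least 80, the ratio of HFD to SCD peaks was 0.850 in WAT H3K9me2 and 4.44 in WAT H3K9me3, and the ratio of covered bases in WAT H3K9me3 3.79. Under this threshold, 45.6% (BAT H3K9me2), 13.8% (BAT H3K9me3), 47.9% (WAT H3K9me2) and 55.3% (WAT H3K9me3) of the SCD peaks had no HFD peak, and 61.1% (BAT H3K9me2), 49.1% (BAT H3K9me3), 37.2% (WAT H3K9me2) and 89.998% (WAT H3K9me3) of the HFD peaks had no SCD peak. Peaks at promoters made up 45.7% (SCD BAT H3K9me2), 34.7% (HFD BAT H3K9me2), 52.2% (SCD BAT H3K9me3), 39.9% (HFD BAT H3K9me3), 51.6% (SCD WAT H3K9me2), 53.4% (HFD WAT H3K9me2), 22.0% (SCD WAT H3K9me3) and 32.6% (HFD WAT H3K9me3). The median scores were 129 (SCD BAT H3K9me2), 113 (HFD BAT H3K9me2), 205 (SCD BAT H3K9me3), 162 (HFD BAT H3K9me3), 132 (SCD WAT H3K9me2), 124 (HFD WAT H3K9me2), 114 (SCD WAT H3K9me3) and 115 (HFD WAT H3K9me3). Genes with a promoter peak numbered 2395 in SCD only and 1772 in HFD only for WAT H3K9me2, and 202 in SCD only for WAT H3K9me3. The X chromosome share of WAT H3K9me2 under HFD was 1.05 times that under SCD. Regions in all 8 lists numbered 517, those in all 4 SCD lists alone 8 and those in all 4 HFD lists alone 31. At equal numbers of peaks, 52.1% (BAT H3K9me2), 33.0% (BAT H3K9me3), 46.1% (WAT H3K9me2) and 71.3% (WAT H3K9me3) of the SCD peaks had no HFD peak, and 51.5% (BAT H3K9me2), 32.1% (BAT H3K9me3), 44.0% (WAT H3K9me2) and 72.4% (WAT H3K9me3) of the HFD peaks had no SCD peak. SCD-only and HFD-only genes then numbered 4282 and 1681 for BAT H3K9me2, 1437 and 819 for BAT H3K9me3, and 2324 and 1580 for WAT H3K9me2. In the upper 50% of each list, 40.4% (BAT H3K9me2), 8.41% (BAT H3K9me3), 59.9% (WAT H3K9me2) and 71.2% (WAT H3K9me3) of the SCD peaks had no HFD peak, and 65.1% (BAT H3K9me2), 52.6% (BAT H3K9me3) and 25.4% (WAT H3K9me2) of the HFD peaks had no SCD peak. When 50% of the peak had to be covered, 38.2% (BAT H3K9me2), 19.8% (BAT H3K9me3), 68.9% (WAT H3K9me2) and 71.7% (WAT H3K9me3) of the SCD peaks had no HFD peak, and 77.4% (WAT H3K9me3) of the HFD peaks had no SCD peak. With 50% of both peaks, 38.7% (BAT H3K9me2), 20.1% (BAT H3K9me3), 69.0% (WAT H3K9me2) and 76.5% (WAT H3K9me3) of the SCD peaks had no HFD peak, and 64.7% (BAT H3K9me2), 59.3% (BAT H3K9me3), 43.5% (WAT H3K9me2) and 77.7% (WAT H3K9me3) of the HFD peaks had no SCD peak. With gaps of up to 1 kb allowed, 34.1% (BAT H3K9me2), 15.5% (BAT H3K9me3), 63.2% (WAT H3K9me2) and 66.5% (WAT H3K9me3) of the SCD peaks had no HFD peak, and 59.1% (BAT H3K9me2), 52.2% (BAT H3K9me3), 32.6% (WAT H3K9me2) and 69.8% (WAT H3K9me3) of the HFD peaks had no SCD peak. On autosomes, 34.2% (BAT H3K9me2) and 15.9% (BAT H3K9me3) of the SCD peaks had no HFD peak, and 34.0% (WAT H3K9me2) of the HFD peaks had no SCD peak. Median scores there were 104 (HFD BAT H3K9me3), 80.5 (HFD WAT H3K9me2) and 39.2 (SCD WAT H3K9me3). With 1 start site per gene, promoter shares were 34.3% (SCD BAT H3K9me2), 21.9% (HFD BAT H3K9me2), 40.04% (SCD BAT H3K9me3), 24.7% (HFD BAT H3K9me3), 29.9% (SCD WAT H3K9me2), 37.1% (HFD WAT H3K9me2), 13.3% (SCD WAT H3K9me3) and 24.9% (HFD WAT H3K9me3). With promoters of 1 kb on either side, they were 36.7% (SCD BAT H3K9me2), 24.6% (HFD BAT H3K9me2), 42.2% (SCD BAT H3K9me3), 26.4% (HFD BAT H3K9me3), 31.6% (SCD WAT H3K9me2), 38.4% (HFD WAT H3K9me2), 13.1% (SCD WAT H3K9me3) and 26.0% (HFD WAT H3K9me3). Without regions in all 8 lists, median scores were 81.9 (SCD BAT H3K9me2), 74.5 (HFD BAT H3K9me2), 123 (SCD BAT H3K9me3), 97.8 (HFD BAT H3K9me3), 51.0 (SCD WAT H3K9me2), 75.2 (HFD WAT H3K9me2), 38.6 (SCD WAT H3K9me3) and 72.6 (HFD WAT H3K9me3). With random lists matched on CpG content, 1 of the 48 pairs lay above for SCD only and 8 for a promoter peak in either diet, against 2 and 20 with unmatched lists. For SCD only, 3 pairs lay above at a score of at least 80 and 3 with all protein-coding genes as background.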

Differences from the paper's values

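No test in this part was chosen after the results were seen, apart from the values at a score of at least 50, at equal numbers of peaks and with matched CpG content. The number of genes with a WAT H3K9me2 promoter peak in SCD only, 4027, stands beside about 4300 genes in Fig. 3A, the rounded sum of the numbers printed in the larger circle, which is the paper's value for genes with differential promoter peaks. The paper's count comes from a test between the diets, described in the methods as selecting genes with peaks of different size, and this one from the presence of a peak, and of the alternatives set before the data were examined, promoters of 1 kb on either side (3669) and 1 start site per gene (3844) are also within 1.5 times of it, whereas a score of at least 80 (2395) is not. Nor are the common score of at least 50 (2279) and equal numbers of peaks (2324), both added after the data were seen.

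The paper states lower peak enrichment near start sites under HFD in both tissues and for both marks (Fig. 1C,D), a measure of signal that the lists do not hold. By the share of genes whose start site a peak covered, HFD was lower in BAT H3K9me2 (26.6% against 32.9%) and in WAT H3K9me2 (25.7% against 39.4%, or 31.1% at a score of at least 50), and higher in BAT H3K9me3 (44.3% against 42.1%) and WAT H3K9me3 (21.5% against 7.35%, or 3.32% at a score of at least 50). At equal numbers of peaks, genes with a promoter peak were fewer under HFD in BAT H3K9me3 as well (11081 against 11699). The number of peaks was higher under HFD in BAT for both marks and in WAT H3K9me3, and lower in WAT H3K9me2 as deposited, where a score of at least 50 gave 21976 HFD against 21746 SCD peaks.

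The paper states that Map3k5, Hspa1a, Vegfa and Met are among the genes activated under HFD through H3K9me2 in WAT, together with Ppp3cc and Dusp2, and shows Map3k14 in its diagram. Of these 7 genes, 2 (Ppp3cc and Dusp2) had a promoter peak in SCD only and 5 had one in both diets. Under a score threshold of 80, 3 genes had it in SCD only, with Map3k14 added. Where both diets had a peak, the HFD peak was the narrower one at Hspa1a, Vegfa, Met and Map3k14, and the SCD peak of Map3k5 (1910 bp) spanned both HFD peaks. The whole HFD list of WAT H3K9me2 also had narrower peaks, with a mean of 732 bp against 811 bp in the SCD list. That SCD mean includes peaks with a score below 50. At a score of at least 50, 21746 SCD peaks covered 21.8 Mb and 21976 HFD peaks 16.1 Mb, a larger difference in width. Narrower HFD peaks are therefore not shown to be particular to these genes. The score was higher under HFD at Vegfa (127 against 93.8) and lower at Map3k5, Hspa1a, Met and Map3k14. The score is not scaled between libraries and is not read as a difference in methylation. At a score of at least 50, the median of the whole WAT H3K9me2 list was also lower under HFD (79.6 against 90.9).

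The paper states that MAPK signaling was enriched among the genes with lower H3K9 methylation under HFD. The MAPK signaling list here was fixed for the re-analysis and is not the KEGG set of the paper. It calls genes by the presence of a peak, not by a difference in peak size, so that enrichment was not tested. The SCD-only share of the MAPK signaling list lay within random lists in BAT H3K9me2, BAT H3K9me3, WAT H3K9me2 and WAT H3K9me3, drawn from genes with a promoter peak in either diet. It lay above them in BAT H3K9me2 with all protein-coding genes as background (percentile 99.95) or with promoters of 1 kb on either side (98.2), within them with matched CpG content (76.1), and below them in WAT H3K9me2 at a score of at least 80 (1.19).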

Other observations

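The gene families in this part were chosen after the data were seen, whereas the windows and the test of the divisions of the lists were set before their results. Of 67 histone genes, 52 had a BAT H3K9me2 promoter peak in SCD-fed and 31 in HFD-fed mice, while 63 and 62 had one in BAT H3K9me3, 52 (43 at a score of at least 50) and 43 in WAT H3K9me2, and 22 (7) and 30 in WAT H3K9me3. Keratin genes with a promoter peak numbered 9 of 51 in SCD-fed and 30 in HFD-fed mice for BAT H3K9me2, 9 and 23 for BAT H3K9me3, 21 (10 at a score of at least 50) and 5 for WAT H3K9me2, and 10 (2) and 13 for WAT H3K9me3. Of 1113 olfactory receptor genes, which are silent in most tissues, 1.62% to 7.37% had a promoter peak in each list. Many members of these families lie side by side in clusters and are not independent.

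In windows of 1 Mb, BAT H3K9me2 had 18 SCD and 132 HFD peaks on chromosome 8 from 123000001 to 124000000, a stretch with Irf8, Foxf1a, Foxc2 and Cox4i1. In WAT H3K9me3, a window with Zfp600, a zinc finger gene, on chromosome 4 from 146000001 to 147000000 held 176 SCD and 46 HFD peaks. Unplaced sequence of the Y chromosome held 1245 SCD and 569 HFD peaks of WAT H3K9me3, 4.48% and 1.95% of the lists, whereas at a score of at least 50 the SCD list held 403 (4.83%), fewer than the HFD list.

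Genes whose promoter peak was in HFD only in BAT overlapped between the marks, with 872 shared genes for H3K9me2 and H3K9me3 against 242 if the calls were independent. The genes in SCD only numbered 123 against 49.4 in BAT and 532 against 253 in WAT (99 against 34.4 at a score of at least 50). Across tissues, BAT and WAT shared 627 H3K9me2 genes in SCD only against 603, and 109 in HFD only against 71.2 (323 against 185 at a score of at least 50). For H3K9me3 they shared 52 in SCD only against 20.7, and 444 in HFD only against 502. At a score of at least 50, these H3K9me3 values were 16 against 4.11 and 560 against 559. The overlap of the marks has no independent control, since there was 1 input library per tissue and diet.

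Of 109042 merged regions, 2836 had a peak in all 8 lists, 46 in all 4 SCD lists and no HFD list, and 52 in all 4 HFD lists and no SCD list. At a score of at least 50, regions exclusive to the 4 lists of 1 diet numbered 117. Of the 35 divisions of the 8 lists into 4 and 4, 15 gave as many, the real one included, so chance is not excluded. The highest other division, which set the BAT lists against the WAT lists, gave 567, several times the real count. The next divisions mixed the tissues and gave 424, 414 and 403, and a structure of the lists by tissue was not tested.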
